# Novel Genes and Metabolite Trends in *Bifidobacterium longum* subsp. *infantis* Bi-26 Metabolism of Human Milk Oligosaccharide 2′-fucosyllactose

**DOI:** 10.1038/s41598-019-43780-9

**Published:** 2019-05-28

**Authors:** Bryan Zabel, Christian Clement Yde, Paige Roos, Jørn Marcussen, Henrik Max Jensen, Krista Salli, Johanna Hirvonen, Arthur C. Ouwehand, Wesley Morovic

**Keywords:** Applied microbiology, Industrial microbiology

## Abstract

Human milk oligosaccharides (HMOs) function as prebiotics for beneficial bacteria in the developing gut, often dominated by *Bifidobacterium* spp. To understand the relationship between bifidobacteria utilizing HMOs and how the metabolites that are produced could affect the host, we analyzed the metabolism of HMO 2′-fucosyllactose (2′-FL) in *Bifidobacterium longum* subsp. *infantis* Bi-26. RNA-seq and metabolite analysis (NMR/GCMS) was performed on samples at early (A600 = 0.25), mid-log (0.5–0.7) and late-log phases (1.0–2.0) of growth. Transcriptomic analysis revealed many gene clusters including three novel ABC-type sugar transport clusters to be upregulated in Bi-26 involved in processing of 2′-FL along with metabolism of its monomers glucose, fucose and galactose. Metabolite data confirmed the production of formate, acetate, 1,2-propanediol, lactate and cleaving of fucose from 2′-FL. The formation of acetate, formate, and lactate showed how the cell uses metabolites during fermentation to produce higher levels of ATP (mid-log compared to other stages) or generate cofactors to balance redox. We concluded that 2′-FL metabolism is a complex process involving multiple gene clusters, that produce a more diverse metabolite profile compared to lactose. These results provide valuable insight on the mode-of-action of 2′-FL utilization by *Bifidobacterium longum* subsp. *infantis* Bi-26.

## Introduction

A large proportion of ingested human milk oligosaccharides (HMOs) reach the large intestine in an intact form and act as prebiotics by providing a metabolic substrate for the growth and activity of potentially beneficial gut bacteria, such as *Bifidobacterium* species^1–3^. High levels of *Bifidobacterium* spp. are important as infant onset intestinal dysbiosis and lower number of *Bifidobacterium* spp. has been clinically shown to predispose infants to inflammation, increase risks for obesity, allergies, inflammatory bowel disease and diabetes^4^. Thus, HMOs impact the development of the early microbiota of the infant. In addition to the prebiotic function, accumulating evidence supports the role of HMOs in promoting gut, immune and cognitive health in infants^5,6^.

HMOs are the third most abundant solid component in human milk after lactose and lipids^7^. They consist of more than 200 structurally diverse carbohydrate polymers that are composed of five monomers: D-glucose, D-galactose, *N*-acetylglucosamine, L-fucose and *N*-acetylneuraminic acid (sialic acid). All HMOs contain lactose at their reducing end which can be fucosylated with the simplest form being 2′- or 3-fucosyllactose (2′-FL or 3FL), or sialylated with the simplest form being 3′- or 6′-sialyllactose (3′-SL or 6′-SL). The concentration of HMOs in mature milk is estimated to be ~10–15 g/L, with 2′-FL being the most abundant^5,8^. However, the HMO concentrations vary between individuals and during lactation^9^. Recent advances in large-scale production of individual HMOs enable the supplementation of these oligosaccharides to infant formula^10,11^.

*In vitro* experiments have revealed strain-dependent utilization of individual HMOs among *Bifidobacterium*, *Lactobacillus* and *Bacteroides* species^12–19^. Infant *Bifidobacterium* species, such as *Bifidobacterium longum* subsp. *infantis* and *Bifidobacterium bifidum*, possess enzymes including α-fucosidases, sialidases, and β-galactosidases that are required for metabolism of HMOs. However, these species also have unique strategies to utilize HMOs. *B. infantis* degrades and utilizes intact HMOs completely intracellularly while *B. bifidum* can only utilize the glucose and galactose portions of HMOs while exporting fucose^12,17,18,20,21^. *B. infantis* is unique among gut bacteria in its high capacity to consume a wide variety of HMO structures by expressing several ABC transporters and glycosyl hydrolases encoded in a HMO utilization gene cluster broadly conserved through *B. infantis* strains^12^.

Pathways of HMO metabolism have previously been explored genomically and by comparative transcriptomics in infant-associated *Bifidobacterium* species^14–16^. However, little has been explored on the connection between specific genes involved in specific monomers of HMO (2′-FL) consumption and the resulting metabolites. Therefore, we analyzed the metabolism of 2′-FL compared to lactose, the reducing end of 2′-FL, by *B. longum* subsp. *infantis* Bi-26 (Bi-26) using comparative genomics, RNA-seq, and metabolite analysis. Bi-26 is a commercially available probiotic, isolated from infant feces, and hypothesized to grow on 2′-FL because of subspecies identity. The genome and gene expression of Bi-26 were also compared to those identified in previous experiments using *B. infantis* type strain ATCC 15697 (ATCC 15697). Through transcriptomic and metabolite analysis we can better understand the utilization of 2′-FL by *B. longum* subsp. *infantis* Bi-26 strain, and thus demonstrate the potential synergistic function of this HMO-probiotic combination.

## Results

### Genome features of *B. longum* subsp. *infantis* Bi-26

The draft genome of Bi-26 sequence contains 2,569,657 base pairs (bp) over 41 contiguous sequences (contigs) that code for 2280 genes and 60 noncoding RNA genes. 

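The annotation deposited with the expression values joins the 41 contigs into 1 sequence of 2569657 bp. It holds 2280 coding sequences, 57 tRNA genes and 3 rRNA genes, so that 2340 genes are annotated. The contigs ran from 220 bp to 495300 bp. Of the coding sequences, 341 carried no other name than hypothetical protein. Positions given for genes below are those on this joined sequence, counted from 1.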

The GC content is 59.4% which is consistent with other strains in this subspecies. 

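Counted from the contig lengths in the annotation, the N50 was 143137 bp and the L50 was 6.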

The assembly resulted in a weighted median contig statistic (N50) score of 143,137 with the smallest number of contigs whose length sum produces N50 (L50) score of 6. Those 2280 genes translate into 1128 functions (Supplementary Table 1). The genome contains the necessary enzymes to breakdown 2′-FL into its monomers (fucose, glucose, lactose) along with the Leloir pathway, fucose, and central metabolism genes to potentially process the monomers into 1,2-propanediol (1,2-PD), lactate and acetate as described in Supplementary Table 2 ^17,18^.

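Genes of these pathways were found by their product names. The annotation named 3 alpha-L-fucosidases, 4 beta-galactosidases, 5 UDP-glucose 4-epimerases, 1 galactokinase and 1 galactose-1-phosphate uridylyltransferase. For fucose it named 2 L-fucose mutarotases, 2 L-fuconate dehydratases, 2 dehydrogenases clustered with L-fuconate utilization genes and 1 lactaldehyde reductase. It named 1 phosphoketolase and 1 acetate kinase, and no feature was named phosphofructokinase.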

### Comparative genomics of *B. longum* subsp. *infantis* Bi-26

Bi-26 was compared to the previously sequenced ATCC 15697^22,23^. Overall, Bi-26 and ATCC 15697 have an average nucleotide identity of 98.2% (81.2% coverage). Bi-26 share 967 functional roles with ATCC 15697 with 131 unique functions for Bi-26 and 36 for ATCC 15697 (Supplementary Table 1). The unique functions of Bi-26 include utilization of various carbon sources like maltose, maltodextrin, xylose, and inositol, extracellular peptides, CRISPR genes, transporters, and prophage elements. The previously identified 43kbp HMO utilization cluster in ATCC 15697^12^ was in Bi-26 with 25 out of the 29 genes matching (Supplementary Fig. 1). The insertion sequence (IS) element that was previously described in ATCC 15697 was not present in Bi-26 along with two transport genes and one solute binding protein gene. This results in an HMO cluster consisting of 35.6 kb with an 82.2% base pair identity to ATCC 15697. Both strains, along with 7 other *B. longum* subsp. *infantis* strains tested, share the same Leloir and fermentative pathway genes necessary to breakdown glucose and galactose through the bifid shunt (Supplementary Table 2)^24^. 

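In the deposited annotation, the cluster was placed by the order of genes in Fig. 4 and by the paper's length. It ran from 651721 to 687389 on contig 9, a length of 35669 bp, and held 27 coding sequences. Its GC content was 59.9%.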

The bifid shunt allows bifidobacteria to break down monosaccharides to short chain fatty acids (SCFAs) without using glycolysis^24^. Bifidobacteria lack the genes necessary to utilize the glycolysis pathway and therefore use the fructose-6-phosphoketolase enzyme to produce more energy from various carbon sources. Fucose utilizing genes are conserved in all tested *B. longum* subsp. *infantis* genomes, all having the necessary genes to produce 1,2-PD (Supplementary Table 2). The main products of both 2′-FL and lactose fermentation can be predicted as acetate, formate, pyruvate, lactate, and 1,2-PD in 2′-FL fermentation (Fig. 1).

**Figure 1:**
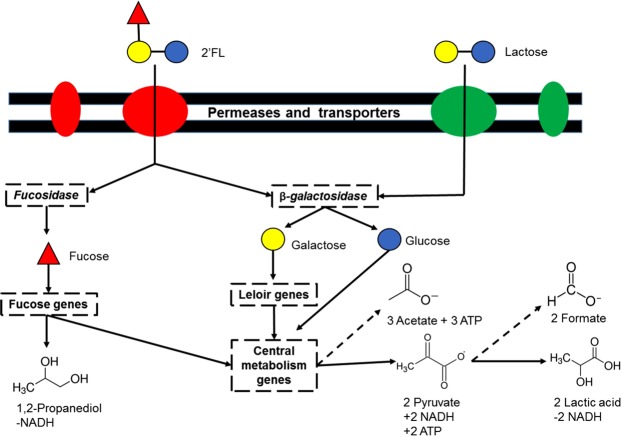
Pathway of 2′-FL and lactose utilization by *Bifidobacterium longum* subsp. *infantis* Bi-26. Dashed boxes have genes for the specific functions located in Table S2. Dashed lines show potential of different metabolites coming from same intermediate compound. Quantified metabolites are also shown.

### Growth of *B. longum* subsp. *infantis* Bi-26 on 2′-FL, and lactose

Figures 2A,B show the growth curves of Bi-26 on various carbon sources including 2′-FL, lactose, and no carbohydrate added as the controls. The samples in lactose had fast growth and reached a max A600 of 2.0 in 24 hours. Samples of 2′-FL was slower and reached a max A600 of 1.5 in 24 hours while the no carbohydrate control reached 0.75 in 24 hours. Growth on lactose resulted in the largest area under the growth curve (AUC) (100%) with 2′-FL at 73.5% of the AUC, and no carbohydrate at 26.3% of the AUC in a 24-hour growth.

**Figure 2:**
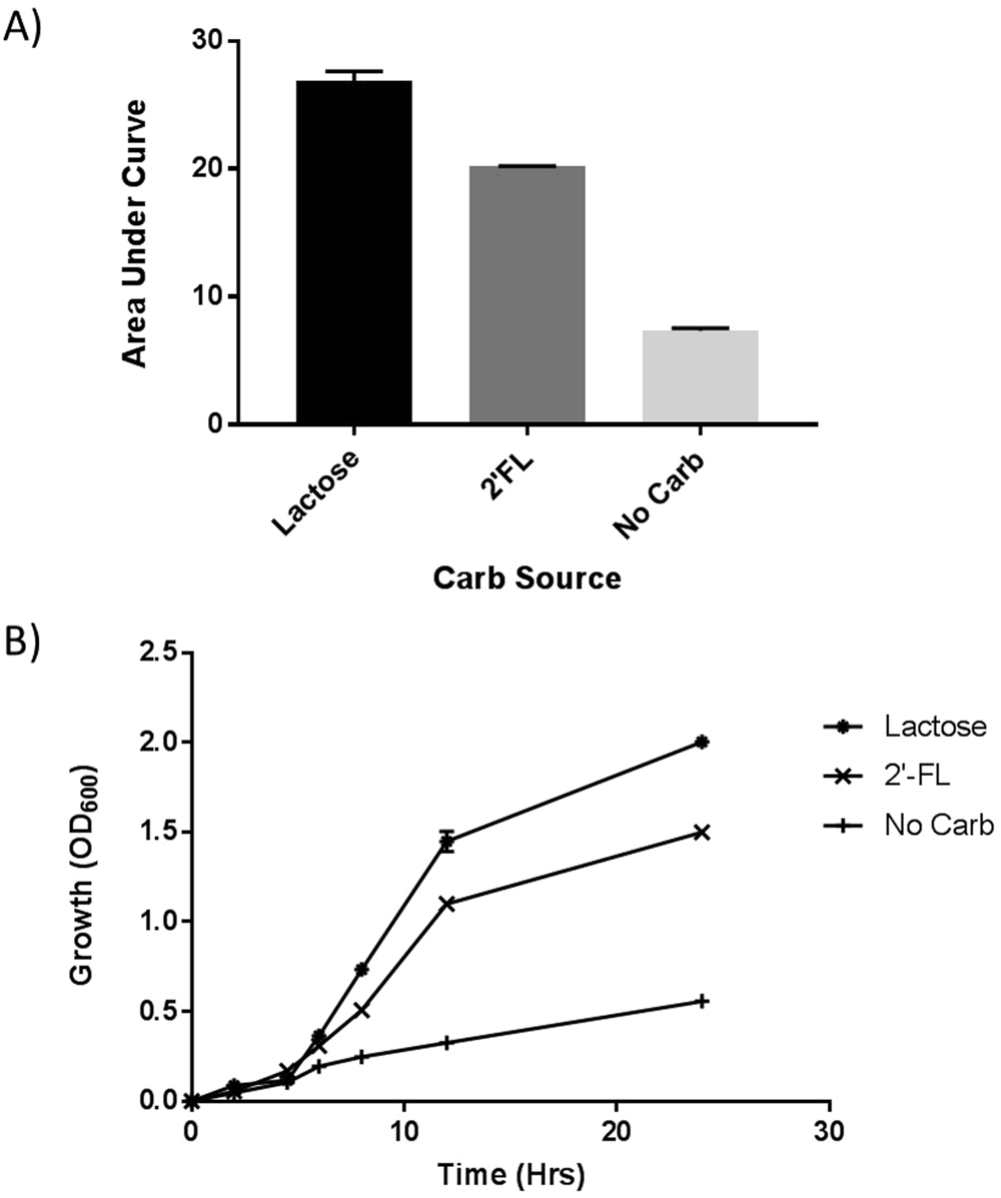
Growth curves of *Bifidobacterium longum* subsp. *infantis* Bi-26 strain grown with various carbon sources. (**A**) Growth curves (A600) of *Bifidobacterium longum* subsp. *infantis* Bi-26 strain grown with 2′-FL, Lactose, and No carbohydrate added in mBM58 media. (**B**) Area under the curve data for the growth curves from (**A**) *Bifidobacterium longum* subsp. *infantis* Bi-26 grown on 2′-FL, Lactose, and No carbohydrate. A600 absorbance was set to zero after inoculation.

### Transcriptome of *B. longum* subsp. *infantis* Bi-26 in response to 2′-FL utilization

A minimum of 10,721,263 reads for each sample from early (A600 0.25–0.30) mid-log (0.5–0.7) and late-log (1.0–2.0) phases throughout the 2′-FL fermentation were assembled to the Bi-26 draft genome. 

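RNA from Bi-26 grown on 2′-FL or on lactose was taken in early, mid-log and late-log phase, with 2 replicates per group, which made 6 groups and 12 libraries. The Results give an A600 from 1.0 to 2.0 for the late-log samples and the Methods give 0.9 to 1.1, while the sample labels give 0.2 for early phase, 0.5 to 0.9 for mid-log and 1.0 or above for late-log. The authors mapped the reads to the draft genome with SeqMan Pro, normalized them to RPKM (reads per kilobase of gene per 1000000 mapped reads) with QSeq, and deposited the log2 of that value. The deposited table has 1 value per gene and group, not per library, so a difference between groups has no replicate check and no p-value is given for it. The table has 1894 rows, 1838 of them coding sequences, 53 tRNA genes and 3 rRNA genes. The other 446 annotated genes have no row: where a product name occurs more than once on a contig, only its last copy is listed.

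The low values were taken as the mean of the log2 RPKM of 2 libraries, with -3.42 listed for 0 reads, and the library depths were recovered from the steps between them. They lay between 7241257 and 11432938 reads, with a geometric mean of 9786418 for lactose early, 9098838 for lactose mid-log, 9977794 for lactose late-log, 10311714 for 2′-FL early, 9805221 for 2′-FL mid-log and 8902319 for 2′-FL late-log. Of the 287 values low enough to show the steps, 98.3% were accounted for by whole reads, with a tolerance of 0.003 on the product of the reads in both libraries, or of 0.5% of a read where 1 library was at 0. Counting error was computed from these reads as a 95% interval. It covers counting error only, and not the variation between replicates. The depths of single libraries rest only on the values with 1 library at 0, which number 3 to 7 per group.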

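Principal components were computed from the 6 group values of the 1879 genes with at least 10 reads per library in any group, centred by gene. PC1 held 72.1% of the variance and PC2 12.2%. On PC1 the lactose groups scored -21.92 in early phase, -18.54 in mid-log and -14.85 in late-log, and the 2′-FL groups scored 16.05, 12.99 and 26.27 in the same order. With log2(RPKM + 1) in place of log2 RPKM, PC1 held 72.4%.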

Transcriptomes were compared using principal component analysis (PCA) resulting in lactose and 2′-FL samples clustering separately along PC1 (Fig. 3B). 2′-FL early phase transcriptomes and mid-log phase transcriptomes clustered near to each other with late-log phase transcriptomes further away and lactose transcriptomes clustered closer together. 

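The distance between 2 groups was taken as the root mean square of their log2 differences over the same genes. It was 0.29 between 2′-FL early and 2′-FL mid-log, 0.62 between 2′-FL early and late-log, and 0.59 between 2′-FL mid-log and late-log. Among the lactose groups it was 0.51 between early and mid-log, 0.48 between early and late-log, and 0.45 between mid-log and late-log.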

Replicates of each sample clustered together except for sample replicates lac mid_01 and lac mid_02 which had a wider separation than other samples. This was shown in the R^2^ values in Fig. 3B with the samples having a correlation value of 0.820 compared to an average of 0.981 for the rest of the replicates (Fig. 3A). 

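The values of the single libraries were not used here, but the sum of RPKM times gene length over a column falls below 1000000 as its 2 libraries differ. For lactose mid-log the sum was 94.3% of 1000000, and for the other 5 groups it was at least 99.53%. If the same difference were shared by every gene, these sums would correspond to a log2 difference of 1.00 between the lactose mid-log replicates and of 0.11 to 0.28 in the other 5 groups. The recovered depths of the lactose mid-log libraries were the lowest and the highest of the 12, but their split rests on 3 values.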

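R2 was computed across the 1894 genes of the table from log2(RPKM + 1) of the group values; genes are not independent replicates. Between 2′-FL and lactose it was 0.853 in early phase, 0.888 in mid-log and 0.850 in late-log, with a mean of 0.864. Untransformed RPKM gave 0.833 for the mean, and log2(CPM + 1), which leaves out gene length, gave 0.894. From the deposited log2 values without a pseudocount, a setting chosen after the values were seen, the mean was 0.862.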

The 2′-FL samples averaged a R^2^ value of 0.862 compared to their subsequent control with the lowest value of 0.850 with lactose late-log vs 2′-FL late-log. The lowest 2′-FL samples correlation was between 2′-FL early and 2′-FL late (0.943) while 2′-FL early and 2′-FL mid-log had the highest values (0.985). Overall lactose values were above 0.955 for all the sample comparisons for that test type.

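Among the lactose groups R2 was 0.957 for early against mid-log, 0.959 for early against late-log and 0.968 for mid-log against late-log. Among the 2′-FL groups it was 0.987 for early against mid-log, 0.945 for early against late-log and 0.952 for mid-log against late-log. The 9 pairs of groups on different sugars lay between 0.795 and 0.904.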

**Figure 3:**
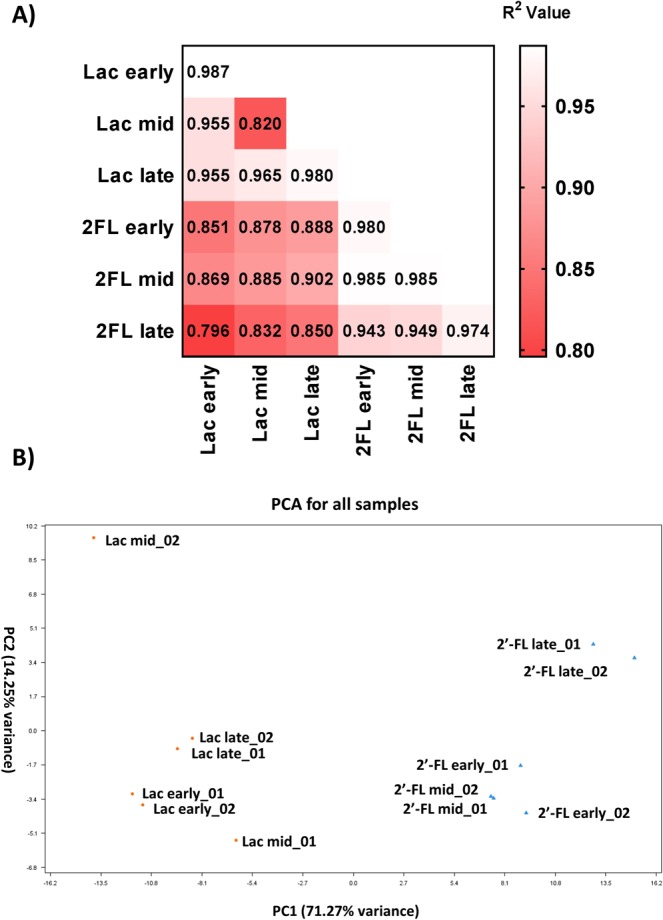
(**A**) Comparisons of individual samples taken R^2^ value with the comparison of the individual replicates for each sample type down the middle. (**B**) PCA plot of all individual samples together to compare their likeness.

Only 18 out of the 25 genes in the Bi-26 HMO cluster had an increase in transcription when grown on 2′-FL (Fig. 4) compared to the lactose control. The seven genes that had equal or more expression in the lactose samples annotated as carbohydrate permease and ATP transporter genes. 

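Of the 27 coding sequences of the cluster, 16 have a row in the deposited table, and 11 have none. Differences are 2′-FL minus lactose on the log2 scale. A difference above 1 in all 3 phases was found for 12 of the 16 genes, from 1.06 to 3.07 in early phase, from 1.32 to 2.80 in mid-log and from 1.17 to 3.67 in late-log. The largest was that of a glycoside hydrolase of family 20 (678958 to 680943). Of the other 4 genes, the lactose and galactose permease (653463 to 654986) differed by -1.14, -1.11 and -1.54 in the 3 phases, and when differences were centred on the median of all genes its mid-log value was -0.90, no longer past the threshold, and its early value also came to lie just above -1. A permease protein of an N-acetyl-D-glucosamine ABC transport system (685316 to 686263) differed by -0.48, -0.34 and -0.70. An ABC transporter ATP-binding protein (686265 to 687389) differed by -0.98, -0.86 and -0.89. A hypothetical protein (683198 to 684517) differed by -0.42 in early phase, 0.20 in mid-log and -0.89 in late-log.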

In total 244 genes were upregulated in 2′-FL fermentation (Supplementary Table 2) compared to the lactose control. Among them, several novel membrane transportation clusters throughout the genome were identified to have higher expression when grown on 2′-FL. 

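A gene was taken as up or down when its group values differed by more than 1 on the log2 scale, with at least 10 reads per library in either group. No test was made, so this count rests on the size of the difference alone and covers only the genes with a row. Over the 3 phases, 166 genes were up on 2′-FL in at least 1 phase, and 69 of them in all 3. Without the minimum of 10 reads the first count was 170, and with rRNA and tRNA genes left out it was 161. With the whole counting interval past the threshold, a setting chosen after the values were seen, it was 151. Centred on the median of all genes, a setting chosen after the values were seen, the first count was 218, and the numbers up and down were 146 and 151 in early phase, 115 and 117 in mid-log, and 163 and 132 in late-log.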

Three genes clustered together, annotated as ABC-type sugar transport system periplasmic or permease components locations 1,901,517 through 1,904,967 for the 2′-FL early compared to lactose early phase. 

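The 3 genes lie next to one another on the reverse strand and encode a periplasmic component (1901517 to 1902899) and permease components (1903013 to 1903993 and 1903990 to 1904967). In early phase the authors' value for the periplasmic component was 12.40 log2 RPKM on 2′-FL and 3.45 on lactose, a difference of 8.95 with a 95% counting interval from 8.78 to 9.11. The permease components differed by 8.56 and 8.98. In mid-log the differences of the 3 genes, in order of position, were 6.20, 6.00 and 5.61, and in late-log they were 9.23, 8.49 and 8.59. Between 113 and 148 reads per library stood behind the lactose early values.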

Values for these genes throughout the fermentation maintained a positive significant difference in expression. Another cluster containing 3 genes annotated as *msmF*, *msmG*, and “Multiple sugar ABC transporter, substrate-binding protein” showed upregulation for the 2′-FL early samples as well as being significantly upregulated throughout the entire growth cycle compared to the control.

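The gene of the substrate-binding protein (1470967 to 1472256), msmF (1472278 to 1473207) and msmG (1473226 to 1474092) lie in this order on the forward strand. In early phase msmF had 8.60 log2 RPKM on 2′-FL and 2.37 on lactose, a difference of 6.24 (95% counting interval 5.94 to 6.53) from 46.9 reads per library on lactose. Its difference was 3.52 in mid-log and 5.54 in late-log. For msmG the differences were 6.09, 3.68 and 5.63, and for the substrate-binding protein 4.35, 2.95 and 5.12. Within 2′-FL, msmF was higher in late-log than in mid-log by 1.56.

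**Figure D1:**
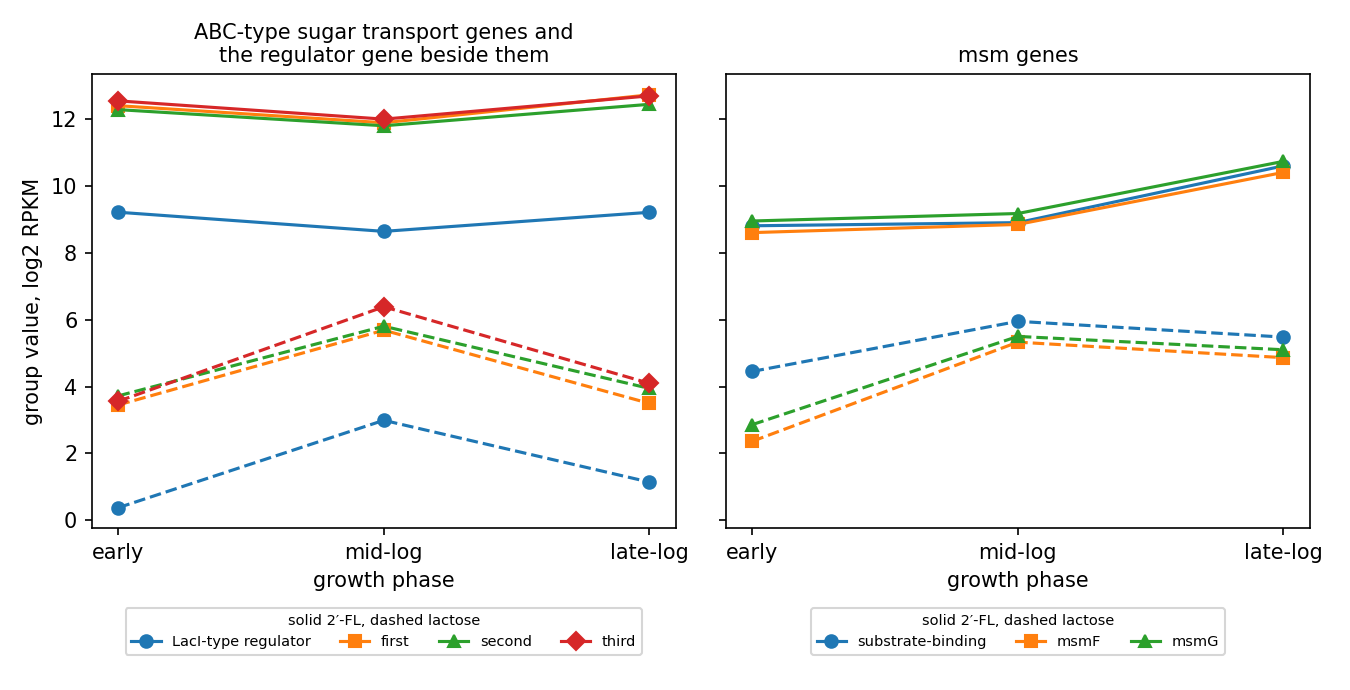
Group values in log2 RPKM, each the authors' mean of 2 libraries, by growth phase, for the ABC-type sugar transport genes with the regulator gene beside them (left) and for the msm genes (right). Solid lines are 2′-FL and dashed lines are lactose, and each marker is 1 gene; the periplasmic component (first) has 12.40 on 2′-FL and 3.45 on lactose in early phase.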

**Figure 4:**
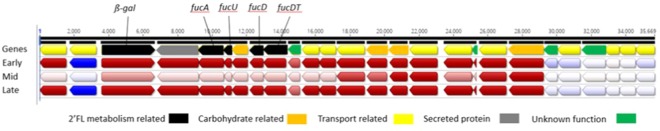
Expression levels of the HMO cluster found in *Bifidobacterium longum* subsp. *infantis* Bi-26. Genes are colored coded by their functionality. Early, mid, and late log phases show the expression levels of the cluster throughout 2′-FL fermentation. Red indicates upregulation in 2′-FL transcriptome samples, white same for both conditions, and blue is upregulation on lactose transcriptome samples. 2′-FL metabolism related genes (Table S2) are labeled according to gene name.

Many other sugar transport systems had significant upregulation compared to the lactose control (Supplementary Table 3). 

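Genes were called transport genes when their product name held permease or transport, which gave 261 rows for 292 annotated genes. Of these, 40 were up and 89 down on 2′-FL in at least 1 phase, or 50 and 67 when differences were centred on the median of all genes. A second substrate-binding protein of a multiple sugar ABC transporter (190447 to 191793) differed by 5.55 in early phase, 4.27 in mid-log and 2.74 in late-log. In the other direction, a permease of the major facilitator superfamily (1359167 to 1360453) differed by -1.71, -2.36 and -4.61. The median difference of all transport genes was -0.26 in early phase, -0.34 in mid-log and -0.51 in late-log, above 19.6%, 12.9% and 0.03% of 10000 random lists of as many genes matched on mean expression.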

When comparing transport throughout 2′-FL fermentation alone, one gene was significantly upregulated in the 2′-FL early samples compared to the 2′-FL mid-log samples (Supplementary Fig. 2). This gene was identified as a permease of the major facilitator family and was also more upregulated during late log phase than mid-log phase. 

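Of the 261 transport rows, 1 was higher in 2′-FL early than in 2′-FL mid-log by more than 1, a permease of the major facilitator superfamily from 2153766 to 2154983. Its value was 8.09 log2 RPKM in early phase, 6.85 in mid-log and 7.72 in late-log, so that early phase was above mid-log by 1.24 and late-log above mid-log by 0.87. On lactose its values were 3.84, 4.71 and 3.91.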

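Under the rule on product names, 27 transport genes were up and 13 down on 2′-FL in all 3 phases. In early phase only, 2 genes were up, a phosphonate ABC transporter component (1375080 to 1376018) at 1.34, which was at -1.96 in late-log, and a branched-chain amino acid ABC transporter gene (1486837 to 1486950) at 1.07. In late-log only, 5 genes were up, of which 3 are components of a biotin ECF transporter. These genes were chosen after their values were seen. With a wider set of words (porter, ABC, substrate-binding, solute-binding, efflux and PTS added), 32 genes were up in all 3 phases.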

A total of 29 permeases or transporters were upregulated in all three phases of 2′-FL samples while four unique transport genes were found in the early phase and 7 were found in the late phase only (Supplementary Table 3). Figure 5 displays the comparisons of the three measured stages in 2′-FL fermentation compared to the lactose control. 2′-FL resulted in 244 individual genes to be upregulated across all of the samples. 

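By phase, 121 genes were up and 200 down on 2′-FL in early phase, of 1870 with enough reads. In mid-log 90 were up and 202 down of 1877, and in late-log 129 were up and 238 down of 1877. If the replicate difference were shared by every gene, its scale would be 0.14 in early phase, 0.50 in mid-log and 0.19 in late-log. The mid-log counts are therefore the least certain. Early phase alone had 19 of the genes up, mid-log alone 10, late-log alone 32, and 36 were up in exactly 2 phases. The median difference of all genes was -0.14 in early phase, -0.21 in mid-log and -0.31 in late-log. The largest differences in every phase included the ABC-type sugar transport genes and the LacI-type transcriptional regulator beside them (1901208 to 1901429), whose lactose values rest on 2.83 to 16.1 reads per library. The lowest in early phase was -2.97 for a solute binding protein (867157 to 868821). HspR, a repressor of the DnaK operon (2266651 to 2267238), also had -2.97 there. Their counting intervals overlap, so the order of these genes is not settled. The lowest in mid-log was -2.89 for a predicted dioxygenase (1987724 to 1987903), and in late-log that of the permease at 1359167. The value of the dioxygenase rests on 2.83 reads per library on 2′-FL, with a counting interval from -4.17 to -1.62, so its rank is not settled. The paper describes several gene clusters annotated as carbohydrate transporters, which it regards as new, as up against lactose throughout growth on 2′-FL.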

Supplementary Fig. 2 shows the expression profile of the genes throughout the different phases of the fermentation. 

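The genes fucA (660931 to 662367), fucU (662389 to 662826), fucD (663903 to 664694) and fucDT (664714 to 665991) lie in the HMO cluster. In early phase fucA differed by 1.16 between 2′-FL and lactose, fucU by 1.28, and fucD and fucDT each by 1.35. In mid-log their differences were 1.68, 1.99, 2.00 and 2.00, and in late-log 1.25, 1.41, 1.71 and 1.72. Each of these 12 values lay above 1 with its whole counting interval, which leaves out the variation between replicates. The annotation names 2 further alpha-L-fucosidases, both short. The one from 2075007 to 2075132 differed by 3.96, 2.52 and 4.64, with fewer than 10 reads per library on lactose, and the one from 2471369 to 2471500 by -0.90, -0.49 and 0.18. For tpiA (23148 to 23951) the differences were 0.45, 0.31 and 0.43. Second copies of fucU, fucD and fucDT lie between 605593 and 610783 and have no row.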

All the fucose related genes in Supplementary Table 2 were found to be upregulated in all samples except for the triose-phosphate isomerase *tpiA* gene which was never significantly upregulated. A summary of the expression of the genes of interest is shown in Supplementary Table 4. 

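Pyruvate formate-lyase (1139635 to 1142010) had 11.94 log2 RPKM on 2′-FL and 10.61 on lactose in early phase, a difference of 1.34. The difference was 0.97 in mid-log and 1.09 in late-log, with counting intervals of 0.96 to 0.98 and 1.08 to 1.10. These intervals leave out the variation between replicates. If the replicate difference were shared by every gene, its scale would be 0.50 for the mid-log difference and 0.19 for late-log. Neither value can therefore be told apart from the threshold of 1. Centred on the median of all genes, the mid-log difference was 1.18.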

The formate *fpl* gene was upregulated in the mid-log and late-log phases only. 

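Genes of the Leloir pathway and of central metabolism were listed by product name, since the supplementary table was not used here. The Leloir list also takes in the 4 beta-galactosidases, which are not part of that pathway itself. The 14 Leloir genes had a median difference of 0.35 in early phase, 0.28 in mid-log and 0.12 in late-log, above 99.9%, 98.8% and 99.1% of the random lists. Of these, 4 were up in at least 1 phase: the beta-galactosidase of the HMO cluster, at 1.60 in early phase, 1.32 in mid-log and 1.17 in late-log, a further beta-galactosidase (1809773 to 1812028) at 1.76 in late-log, a UDP-glucose 4-epimerase (100219 to 101232) at 1.21 in mid-log, and aldose 1-epimerase (2217204 to 2218079) at 1.39 in early phase and 1.29 in late-log. The 26 central genes had medians of 0.22, 0.38 and -0.06, above 99.985%, 100% and 89.5% of the random lists. The last median was 0.25 when differences were centred on the median of all genes. Besides pyruvate formate-lyase, lactaldehyde reductase (96384 to 97535) was up by 1.25, 1.77 and 2.25 and phosphate acetyltransferase (1119507 to 1121234) by 2.62, 1.80 and 2.18, while an alcohol dehydrogenase (1929253 to 1931982) was up by 1.49 in late-log and glucose-6-phosphate isomerase (2297107 to 2298804) by 1.04 in mid-log. In at least 1 phase, 3 of the Leloir genes and 2 of the central genes were down. Centred on the median, 5 Leloir genes were up and 1 was down, and 7 central genes were up and 2 down.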

None of the other genes listed in Supplementary Table 2 were upregulated in response to lactose or 2′-FL in any of the samples taken. 

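Between 2′-FL early and 2′-FL mid-log, 3 genes were higher in early phase and 15 lower by more than 1, out of 1868. Of these 18 genes, 8 were tRNA or rRNA genes. When rRNA and tRNA genes were left out, the count was 10.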

Early and mid-log samples had a strong correlation (R^2^ value of 0.985) and only had one gene, related to sugar transport, that was significantly different between the two phases (Supplementary Fig. 2). Mid-log vs late-log samples had a total of 140 gene differences with late-log having 3 fucose genes upregulated compared to mid-log. These genes were *fucA*, *fucU* and *fucD*, but were not significantly upregulated compared to the early samples. 

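From mid-log to late-log on 2′-FL, 40 genes were higher and 117 lower by more than 1, which makes 157. In the HMO cluster fucA changed by -0.05, fucU by 0.03 and fucD by 0.12. Of the other alpha-L-fucosidases, the one at 2075007 rose by 1.03 (95% counting interval 0.70 to 1.35) and the one at 2471369 changed by -0.18. From early phase to late-log the changes of fucA, fucU and fucD were -0.21, -0.06 and 0.03, and that of the fucosidase at 2075007 was -0.08.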

Late-log samples also had 23 unique transport genes upregulated compared to the mid-log phase (Supplementary Table 3). 

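Transport genes higher in 2′-FL late-log than in 2′-FL mid-log by more than 1 numbered 11 under the rule on product names, and 14 with the wider set of words.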

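On 2′-FL, 30 transport genes were lower in late-log than in early phase by more than 1, and 30 were lower in late-log than in mid-log.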

Early and mid-log phase had 26 and 28 transport genes that were unique compared to late-log phase samples.

**Figure 5:**
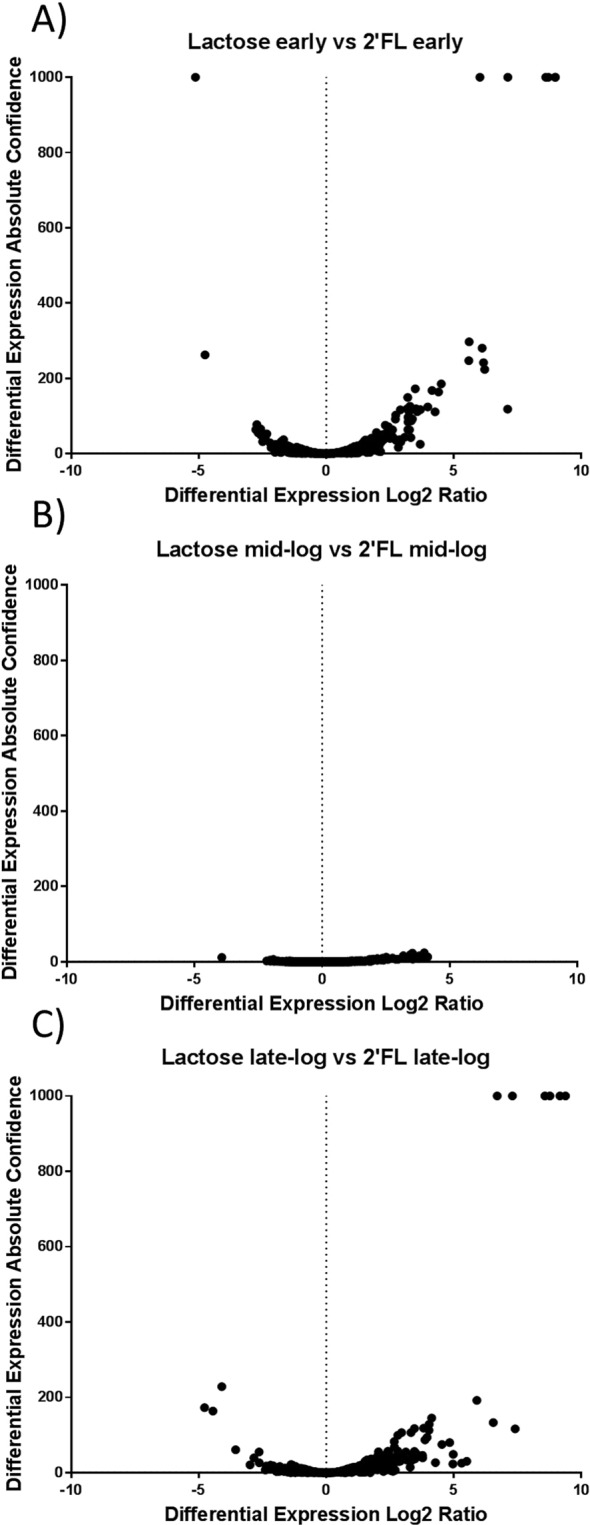
Volcano plots of differential expression compared to absolute confidence for 2′-FL RNA-seq values. 2′-FL is compared to lactose experiments in (**A**) early phase, (**B**) mid-log phase, and (**C**) late-log phase. Only values with a Log2 ratio above 1 and an absolute confidence above 1.30 (p-value 0.05) were considered significant.

### Metabolite profile of 2′-FL fermentation in *B. longum* subsp. *infantis* Bi-26

Samples of Bi-26 grown on 2′-FL and lactose were taken at early, mid-log, and late-log. Samples were quantified for metabolites using GCMS and NMR. The data were first analyzed using a PCA score plot and showed a clear grouping between the 2′-FL and lactose samples and a time effect for both treatments (Fig. 6). Figure 6 shows a clear separation of 2′-FL samples from lactose samples. This resulted in independent grouping of the lactose phases of growth and grouping of 2′-FL phases of growth. The late-log phases had both test types clustering closer to each other but still the groups clustered to its own carbon source. Showing that the late-log samples are much more unique than the earlier phases of growth. 2′-FL fermentation resulted in the formation of fucose, acetate, lactate, 1,2-PD and formate along with the utilization of 2′-FL (Fig. 7, Supplementary Table 5). 2′-FL was consumed in the early, mid-log and late-log phases of growth with 73.8% of the added 2′-FL consumed. Levels of fucose, lactic acid and acetate rose in all phases of growth. Levels of 1,2-PD increased over the entire growth period showing the ability of Bi-26 to break down all monomers of 2′-FL. Pyruvate was also detected at the late-log phase and was not detected in any of the other samples taken. Lactose fermentation resulted in the formation of lactate, acetate, and formate (Fig. 7, Supplementary Table 5). Lactose was completely consumed by the last sample taken while the production of 1,2-PD, fucose and formate were undetectable at the late-log phase. Lactic acid was also detected with levels rising throughout the 24-hour fermentation. Lactose fermentation resulted in 40.0% more lactic acid through late-log phase compared to 2′-FL. Lactose fermentation created 19.1% more acetate at the late-log phase but 2′-FL fermentation at the early and mid-log phases were 220% and 300% greater than lactose. Formate levels were higher in 2′-FL fermentation with concentrations being 370%, 440% higher in the early and mid-log phases of growth while formate was at undetectable levels by NMR spectroscopy in the lactose samples. Pyruvate was only detected in the late-log 2′-FL sample (4.23 mM) and was not detected in any of the lactose samples. 1,2-PD and fucose were also not detected in the lactose fermentation samples as can be seen on the compared spectra in Supplementary Fig. 3. Lactose consumption was at a consistent rate of around 0.57 mM/hr, while 2′-FL was varied (0–7 h = 0.167 mM/hr, 7–9 h = 0.79 mM/hr, 9–24 h = 0.57 mM/hr) (Supplementary Table 5). Bi-26 was able to initially convert 2′-FL to acetate and lactate at a higher rate than lactose. Over the last 15 hours of fermentation, lactose did surpass 2′-FL almost double per mM carbon source. Fucose production was highest in the early phase of the fermentation before decreasing in later samples.

**Figure 6:**
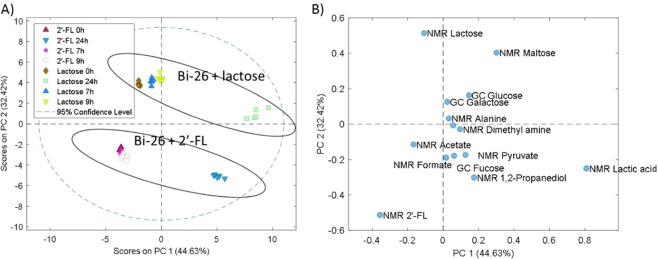
PCA score for individual samples (**A**) and loading plots of all quantified metabolites (**B**) from GCMS and NMR. Samples are described by the time that they were taken with 0h being the initial sample, 7h being early phase, 9h being mid-log and 24 h being late-log phase.

**Figure 7:**
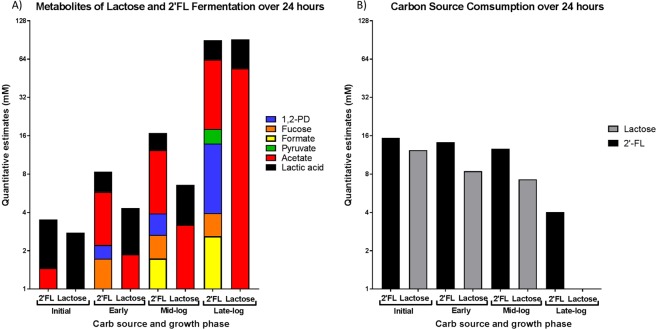
Metabolites of lactose and 2′-FL fermentation all phases of growth tested. (**A**) Levels of metabolites for 2′-FL or lactose fermentation. Each sample along with growth phase is listed below. (**B**) Levels of carbon source for each of the phases tested.

## Discussion

*B. longum* subsp. *infantis* is one of the primary early colonizers of the neonate^25,26^ and can process 2′-FL, the most abundant oligosaccharide in human milk, into metabolites that feed other beneficial commensals^27,28^. This study is the first to combine RNA-seq and metabolomics to define the metabolism and metabolites of *B. longum* subsp. *infantis* Bi-26 fermentation of 2′-FL. Combining these sets of data, we were able to predict genes, detect gene transcription, and quantify the metabolites produced from the 2′-FL fermentation.

Bi-26 was able to ferment 2′-FL and lactose to a high cell density, consistent with the previously studied *Bifidobacterium longum* subsp. *infantis* strain ATCC 15697^19^. The two strains share many genes in the HMO utilization cluster and other necessary transport and enzymatic genes to break down each carbohydrate^12,19,29^. The RNA-seq data revealed several gene clusters involved in transport and utilization of 2′-FL that are also upregulated in the lactose control. Indeed, when fucose is cleaved from 2′-FL, the remaining lactose molecule is processed with the same genes as lactose alone. Furthermore, the data showed many genes besides the 2′-FL operon that were also involved in various stages of metabolism for the monomers of 2′-FL throughout the fermentation process. Metabolite analysis confirmed the ability of Bi-26 to produce the 1,2-PD, acetate, formate and lactate as primary byproducts. The RNA-seq data also revealed several novel gene clusters annotated as carbohydrate transporters that were upregulated in all portions of 2′-FL fermentation compared to the lactose control. Interestingly one of those genes (EE567_09960), an annotated MFS transporter gene, was the only gene that was upregulated in the early growth phase compared to the mid-log when grown on 2′-FL. The lack of upregulation in the mid-log phase could be explained by the available lactose and glucose from the hydrolysis of 2′-FL. The lack of upregulation in the central metabolism genes could be explained by both carbon sources sharing the same genes.

The main differences between the 2′-FL and lactose fermentations resulted from fucose metabolism and formate production, which were not detected in lactose samples at late-log. The fucose pathway is not well defined in bifidobacteria, as some studies suggest a phosphorylated pathway^12^ while others suggest non-phosphorylated pathway^18^. 

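A search of all 2340 product names for fucose isomerase, for fuculose or fucose aldolase, and for fucose kinase or fuculokinase found 0 features for each. The search reads names only and would miss a gene annotated under another name.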

Our data coincides with Bunesova’s^18^ findings, since Bi-26 lacks the *fucose isomerase*, *fucose aldolase*, and *fucose kinase* genes required to perform phosphorylated metabolism of fucose. This is further supported by the upregulation of the fucose genes (Supplementary Table 2) and production of 1,2-PD. Gene expression also differs from some past studies^17,30^, as the eight genes in the HMO operon have the same or increased expression on lactose compared to 2′-FL. Two of those genes have unknown functions while five of them are transport related. This difference in regulation may be due to our use of purified 2′-FL compared to the complex mixture of HMOs that were previously studied^29^, which would require other transporters and enzymes from the HMO cluster for their metabolism. Further studies, such as knockout experiments, could be used to help define the specific genes needed for metabolism and transport of HMOs.

The metabolite data revealed that 2′-FL fermentation resulted in a higher overall diversity of metabolites and higher concentrations of formate, fucose, and 1,2-PD compared to the lactose controls. The higher proportions of acetate to lactate compared in the early to mid-log phases are similar to previous findings^30^. Higher levels of acetate and lactic acid per mM of substrate show the ability of Bi-26 to quickly change the surrounding environment even in a transient state of bacteria and carbon sources^31^. The increased levels of acetate and formate allow Bi-26 to balance its reduction-oxidation (redox) levels and produce enough energy to continue growth. In the case of 2′-FL, fucose fermentation results in the net loss of 1 NADH which has to be regenerated through other metabolic processes (Fig. 1). Through the production of formate, Bi-26 generates NADH from NAD^+^ without having to use NADH to reduce pyruvate to lactate, resulting in a net positive NADH (Fig. 1). The main gene involved in formate production was upregulated in the mid-log and late-log samples, suggesting NADH is only required after the cells start reproducing rapidly. This, combined with the low levels of 1,2-PD (<1 mMol) produced, shows preferential use of the glucose and galactose monomers of 2′-FL in early growth phase. The slower consumption rate of 2′-FL (−0.17 vs −0.56 mM/h) compared to lactose in the early phase suggests the additional time is necessary for enzyme production, transport, and processing of 2′-FL. To provide the necessary ATP for cell growth, both lactose and 2′-FL utilize the acetate pathway which produces more ATP than pyruvate and conserves NADH (Fig. 7, Table S4). The bifid shunt allows the bacteria to adapt to the current conditions by regenerating cofactors or producing ATP while producing SCFAs to benefit the host^27^. Also, this adds the ability to process more complex carbohydrates, such as 2′-FL and other HMOs by their ability to regenerate cofactors and balance redox through various metabolites using the bifid shunt.

*Bifidobacterium* utilization of fucosylated HMOs, such as 2′-FL, has been shown as a key colonization factor for infants^32^. Since 2′-FL is not broken down by the host^33^, 2′-FL would be available for fermentation by the gut microbiome. *B. longum* subsp. *infantis* has prolonged colonization in breast-fed infants linked to HMOs^25^. Furthermore, the concentrations of lactate and acetate were significantly higher and fecal pH was lower in *B. longum* subsp. *infantis*-fed infants compared to the control group without probiotic supplementation^25^. Higher levels of acetate protect the human gut from infection^34^, reduce inflammation^35^ and provide a positive immune response^36^. Formate and 1,2-PD are beneficial in the gut by inhibiting pathogens or as substrates for beneficial bacteria^34^. Lactate and short-chain fatty acids, such as formate and acetate, as well as other metabolites create an acidic environment favoring the growth of other bifidobacteria and commensals over potential pathogenic bacteria^5,25,37^. For example, *E. hallii*, can convert 1,2-PD to propionate that has potential health promoting impact on host gut epithelium, immune system and gluconeogenesis in the liver^27,38–40^. Looking into these relationships could potentially show how bacteria work together in the newly colonized gut of the infant.

With these results we are able to show the products of 2′-FL fermentation by *B. longum* subsp. *infantis* Bi-26 and connect those products to the genes that are being transcribed to create them. By using these strategies to identify key genes outside of typical operons, we can better understand the metabolism of 2′-FL and other HMOs. Our study supports the potential synergetic benefits of Bi-26 and 2′-FL as a supplement for infants to maintain a favorable acidic gut environment.

## Materials and Methods

### Bacterial cultures

Vials of *Bifidobacterium longum* subsp. *infantis* strain Bi-26 (ATCC SD-6720; Bi-26) culture were obtained from the internal DuPont culture collection. Bi-26 was grown under anerobic conditions using modified *Bifidobacterium* medium 58 (mBM58) at 37 °C. mBM58 from Deutsche Sammlung von Microorganismen und Zellculturen; [casein peptone, tryptic digest 10 g/L, yeast extract 5 g/L, meat extract 5 g/L, K_2_HPO_4_ 3 g/L, ascorbic acid 10 g/L, and cysteine-HCl 0.5 g/L; pH 6.8]. Stock suspensions (20% w/v) of 2′-FL (DuPont N&H/Inbiose, Ghent, Belgium), and lactose (Sigma-Aldrich, St. Louis, MO, USA) were prepared in MQ-water and sterile filtered (0.2 µm Minisart®, Sartorius AG, Göttingen, Germany).

### Genome sequencing

Bi-26 was sequenced using Illumina MiSeq.

#### Genomic DNA isolation

Genomic DNA for sequencing was prepared by using the MasterPure^TM^ Complete DNA and RNA isolation kit (Illumina, Madison, Wi.) per the manufacturer’s directions on an overnight culture of Bi-26 grown in mBM58 broth.

#### MiSeq sequencing

Libraries were prepared with the Hyper Library construction kit (Kapa Biosystems), pooled, and quantitated by qPCR prior to sequencing on two flowcells for 251 cycles using paired-end 250 bp MiSeq V3 bulk sequencing kit (Illumina, version 3). Fastq files were generated and demultiplexed with bcl2fastq v2.17.1.14 Conversion Software.

#### Sequence assembly and annotation

Fastq reads were quality trimmed using sickle (v 1.33; 1)^41^ and assembled using the SPAdes^42^ de-novo genome assembler (v3.9.1; 2) under standard default conditions. Completed draft was uploaded to Rapid Annotation by Sub-System Technology (RAST) using the default conditions for annotation^43–45^.

#### Comparative genomics

Genomes were aligned using progressive Mauve in Windows^46^. Genes of interest and segments of the genome were aligned using Geneious v 11.0.4 (Biomatters, Auckland, New Zealand). Genomic features and analysis (Supplementary Table 1) were generated from RAST. Presence of 2′-FL related genes was determined by searching the genomes for specified enzyme class (EC) number using Geneious (Supplementary Table 2). Average nucleotide identity was determined using pyani^47^.

### Growth curves

Bi-26 was grown overnight (18 hrs) in mBM58 supplemented with 1% lactose. 50 uL of this was used as an inoculum in 5 mL of mBM58 with either 1% w/v 2′-FL, lactose or no carbohydrate added. Lactose was used as the positive control while no carbohydrate added was used as a negative control. Cultures were initially tested for absorbance at 600 nm (A600) then tested at time points 2, 4, 5, 6, 8, 12 and 24 hours. The initial zero value was set after inoculation. All fermentations took place under anaerobic conditions and at 37 °C. Graphs and analysis were performed in PRISM v7 (GraphPad, La Jolla, CA).

### RNA-sequencing

#### Samples

Overnight culture of Bi-26 in mBM58+ lactose was used as a 1% inoculum for 3 tubes of 10 mL of either mBM58+ 2′-FL or mBM58+ lactose. Lactose was used as the control samples. A600 was checked according to the growth curve and samples (one 10 mL tube) were taken during early phase (A600 = 0.25–0.30), mid log (A600 = 0.5–0.7), and late log (A600 = 0.9–1.1).

#### RNA extraction

Immediately after each sample reached the growth phase, samples were centrifuged at 10,000 x g for 5 minutes, supernatant was removed, and the pellet was re-suspended in 1 mL of Trizol and frozen at −70 °C. The cell pellets were later thawed, transferred to a Lysing Matrix B 2 mL tube (MPBio, 116911050), and disrupted using a Bead ruptor elite (OMNI international, Georgia, United States) at 6.30 m/s for 2 minutes. The lysate was subjected to a chloroform organic extraction and followed by purification using RNeasy Mini Kit (Qiagen, Hilden, Germany, 74104).

#### Sequencing

Ribosomal RNA was removed prior to library construction using Ribo-Zero rRNA Removal Kit Gram-Positive Bacteria (Illumina, MRZGP126). Stranded cDNA libraries were prepared using TruSeq Stranded mRNA Kit (Illumina, 20020594), quantitated by Agilent TapeStation, pooled, and sequenced on one flowcell lane for 75 cycles using paired-end 75 basepair sequencing on Illumina 2500 HiSeq Rapid Cluster Kit (Illumina, V2, PE-402-4002) and HiSeq Rapid SBS Kit (Illumina, V2, FC-402-4021).

#### RNA-seq assembly

Paired-end reads were imported and mapped to the Bi-26 genome using the RNA mapping tool SeqMan Pro in DNAStar V12.3.1.4 (Madison, Wi) under the default settings. Processed using QSeq, and normalized by reads per kilobase of transcript per million mapped reads (RPKM).

#### Statistics

Regression analyses of the RNA data were made in ArrayStar software V12.3.1. Statistical analyses between sets of samples were analyzed using DESeq 2 method in Geneious 11.0.4. Differences in expression were considered significant if the Absolute Confidence (−Log10 adjusted p-value) was +1.00, representing, and the Log_2_ ratio was at +1.00, representing p < 0.05 and a >2x fold change, respectively, after normalization.

### Metabolite analysis

#### Sample preparation

Bi-26 was first pre-cultivated anaerobically overnight at 37 °C using mBM58. For metabolite analysis, Bi-26 was grown at total volume of 60 ml with either 2′-FL or lactose as carbon source (1% w/v in the final concentration) in mBM58. Five biological replicates were performed for the metabolite analysis. Samples were collected from growth vessels at initial time 0, early phase (7 hours), mid-log phase (9 hours) and late-log phase (24 hours) of growth and centrifuged (Biofuge Stratos, Heraeus Instruments, Osterode, Germany) to remove bacteria. Supernatants were then sterile filtered (0.2 µm Acrodisc® syringe filters, Pall Life Sciences, Ann Abor, MI, USA) and divided to aliquots of ca. 0.8 mL. Samples were stored frozen at −20 °C.

#### GCMS analysis

Reagents and solvents for the GC/MS analysis were pyridine and N-methyl-N-trimethy- lsilyl-trifluoroacetamide (MSTFA) from Fisher Scientific (Hampton, NH, USA) as well as trimethylchlorosilane (TMCS) Sigma-Aldrich (St. Louis, MO, USA). Internal standards included sorbitol-^13^C_6_ Sigma-Aldrich (St. Louis, MO, USA) and in addition heptadecane and norvaline (Fisher Scientific, Hampton, NH, USA). Standards for absolute quantification were 1,2-PD, fucose, glucose, lactic acid, lactose monohydrate and pyruvic acid from Sigma-Aldrich (St. Louis, MO, USA), galactose (Fisher Scientific, Hampton, NH, USA) and 2′-FL (CarboSynth Compton, United Kingdom). Methoximation reagent was prepared by weigh-in of 0.5 g methoxyamine hydrochloride, Sigma-Aldrich (St. Louis, MO, USA), and 10 mL pyridine was added. Silylation reagent was prepared by adding 100 µL TMCS to 9.9 mL MSTFA. An aliquot of 100 µL sample was dried at 40 °C/vacuum overnight together with norvaline (approx. 20 µg) added as internal standard. Methoximation was performed on all samples as a batch process by addition of 100 µL methoximation reagent and reaction for 90 min at 37 °C, and 750 RPM on a Heidolph Vibramax 100 (Heidolph Instruments GmbH & Co. KG, Schwabach, Germany). Subsequently, 10 µL internal standard stock solution, containing sorbitol-^13^C_6_ (approx. 70 µg) and heptadecane (approx. 90 µg) was added, using the multipurpose sampler. Then, silylation (37 °C/30 min) was performed just-in-time by addition of 250 µL silylation reagent. After silylation 200 µL of pyridine is added before the GC-injection by the Gerstel Multipurpose MPS2 sampler. A pooled sample produced by sampling an aliquot from all samples in the set was analyzed a number of times with the samples in parallel to a number of blank samples. Each sample was analyzed in triplicate. All vials were analyzed in random order. For the determination of responses factors relative to sorbitol-^13^C_6_ ISTD, thus for absolute quantification, aqueous solutions of 1,2-PD, fucose, galactose, glucose, lactose, lactic acid, pyruvic acid and 2′-FL in six dilution levels were analyzed as samples. All data acquisition was performed on a system consisting of an Agilent 7890A gas chromatograph (Agilent Technologies, Santa Clara, CA) with a Gerstel Multipurpose MPS2 autosampler (Gerstel, Inc., Linthicum, MD) interfaced to a LECO Pegasus time-of-flight mass spectrometer with an electron ionization (EI) source (LECO Corporation, St. Joseph, MI). The GC was mounted with 30 m × 0.25 mmID × 0.25 µm 5%Phenyl-95%methyl-silicone capillary column, RTX5 (Restek, Bellefonte, PA) with a 0.5 m similar precolumn. Injection was 1 µL with a split ratio of 1:20 in a split/splitless injector kept at 280 °C mounted with an Agilent Deactivated Split Taper Inlet Liner. The column was operated with a helium flow of constant ca. 1 ml/min, fine adjusted to maintain retention time for three internal standards within ±0.5 seconds. The transfer line was maintained at 250 °C, and the oven temperature ramp initial 50 °C, followed by 10 °C/min to 320 °C, which is then kept for 10 minutes. The MS conditions were with −70 eV electron energy, ion source temperature of 250 °C, acquisition delay 180 seconds, acquisition rate 20 spectra/s and a mass range of *m/z* 70–1000. The data processing was performed using LECO ChromaTOF v.4.71.0.0 and GeneData Expressionist Refiner and Analyst version 10.5 (GeneData AG, Basel, Switzerland) LECO data files were loaded to GeneData Expressionist Refiner and individual isotopic masses were summed to nominal masses and subjected to a series of noise reduction including smoothing and signal intensity clipping steps. Peaks were detected and grouped and were assignment of based on the AMDIS algorithm towards an in-house spectral library. Relative comparisons of profiles were based on responses calculated as a characteristic ion for the compound divided with a characteristic ion for the sorbitol-^13^C_6_ internal standard. Absolute quantification was performed for a selected number of compounds based on response factors determined with authentic standards relative to the sorbitol-^13^C_6_ ISTD.

#### NMR spectroscopy

Sample preparation for NMR spectroscopy were performed by mixing 150 µL Bi-26 fermentation with 30 µL of D_2_O containing 0.05% (w/v) trimethylasilylpropionic acid sodium salt (TSP) and transferring the sample to a 3 mm NMR tube. NMR measurements were performed at 298 K on a 600 MHz Bruker Ascend spectrometer (Bruker Biospins, Rheinstetten, Germany) operating at 14.1T and equipped with a 5 mm triple resonance (TXI) probe. ^1^H NMR spectra were acquired using a standard 1D noesy experiment (noesypr1d, Bruker pulse sequence) including water presaturation. The spectra were acquired by 64 scans, 64 k data points, spectral width of 11.97 ppm, an acquisition time of 4.56 s and a recycle time of 3 s. The Free Induction Decay (FID) obtained was multiplied by 0.8 Hz of exponential line broadening before Fourier transformation. In addition, 2D ^1^H-^13^C heteronuclear single quantum coherence (HSQC; hsqcedetgpsisp2.3, Bruker pulse sequence) experiments were acquired with spectral width of 12.02 ppm in the ^1^H dimension and 165 ppm in the ^13^C dimension, a data matrix with a size of 2048 × 256 data points, 32 transients per increment and a recycle delay of 2 s. The spectra were referenced to TSP (chemical shift 0 ppm), phased and baseline corrected in Topspin 3.0 software (Bruker, Rheinstetten, Germany). The NMR spectra were imported into Matlab version 2017a (The MathWorks, Inc., Natick, MA, USA), aligned using icoshift version 1.3.1 (Savorani 2010) and binned according to an optimized bucketing algorithm (Sousa 2013). Quantification of selected metabolites was performed by manual integration of TSP (0 ppm (s); intern standard), valine (1.03 ppm (d)), 1,2-PD (1.13 ppm (d)), fucose (1.19 ppm (d)), 2′-FL (1.24 ppm (d)), lactate (1.33 ppm (d)), alanine (1.47 ppm (d)), acetate (1.93 ppm (s); 2.04 ppm (s) at 24 h samples), pyruvate (2.36 ppm (s)), dimethyl amine (259 ppm (s)), maltose (3.40 ppm (dd)), lactose (4.68 ppm (d)), glucose (5.23 ppm (d)) and formate (8.45 ppm (s)). A representative ^1^H NMR spectrum of a 24h 2′-FL sample can be seen in Supplementary Fig. 3.

#### Metabolite statistics

Principal component analysis (PCA) and orthogonal partial least squares discriminant analysis (OPLS-DA) using PLS Toolbox (eigenvector Research, U.S.A.) were done on both Pareto scaled GCMS and NMR-data to detect clustering behavior and elucidate biochemical differences between pre-defined classes, respectively.

## Supplementary information

Supplementary information

## Data Availability

*B. longum* subsp. *infantis* Bi-26 is safe deposited as ATCC SD-6720. The genome sequence for *B. longum* subsp. *infantis* Bi-26 is available at the National Center for Biotechnology Information under accession number RJJM00000000. The expression data is available with the Gene Expression Omnibus number GSE122350.

How the deposited data were processed for this re-analysis (not part of the article)

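RNA of Bifidobacterium longum subsp. infantis Bi-26 grown on 2′-FL or lactose was sequenced in 3 growth phases with 2 replicates per group. The authors mapped paired reads to the Bi-26 draft genome with SeqMan Pro, processed them with QSeq, and deposited 1 table of log2 RPKM, with 1 value per gene and group. The table is named as raw counts, but its values are log2 RPKM: they fall below 0, and their antilog times gene length sums to about 1000000 per column. All 6 columns were matched to groups by the shared start of the sample names, and 0 columns of values were left without a group. The authors also deposited the annotation of the 41 contigs joined into 1 sequence. Supplementary tables of the article were not used here.

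The design written before the data were examined assumed counts per library and a test in each comparison. No such test was run, since the table has 1 value per group. In its place, a gene was taken as up or down when the log2 difference of group values was above 1 or below -1 and at least 1 of the groups had 10 reads per library. This rule was set after the unit of the table had been seen. The rule for named genes was kept: every gene that the paper names or places, and in each phase the 5 genes with the largest positive and the 3 with the largest negative difference among those past the threshold; its condition on single libraries could not be applied. Gene lists for fucose, the Leloir pathway, central metabolism and transport follow product names written down before the data were examined, and the words that exclude unrelated products were added afterwards. The list of heat shock genes was drawn up after the values were seen. The median of a list was placed among 10000 random lists of the same size, matched on mean expression in 10 bins. The transporter gene for which the paper gives a locus tag was found by its product name, since no row could be matched to the tag.

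Depth was recovered from the low values. With the group value as the mean of 2 log2 RPKM values, its antilog squared times the squared gene length is the product of the reads of both libraries, divided by the product of the depths. Of 287 low values, 254 were whole products of reads, 28 had 1 library at 0, and 5 were neither. Estimated reads per library are geometric means over the 2 libraries. The counting intervals are 95% intervals from these reads. PCR copies are not independent molecules, so the intervals cover counting error only. Most of the recovered depths lie below the minimum of reads per sample given in the article, and the reason was not tested.

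The scripts were tested on simulated data. For 2′-FL early against lactose early, 1894 genes were simulated. Of 198 genes changed 4-fold and kept by the read minimum, 100% were past the threshold in the right direction, together with 2 unchanged genes. The changes set lay well past the threshold, and the replicates were simulated with a small spread. A simulated group with a wide spread between replicates was not used for this count. The result therefore gives no error rate for smaller changes or for the mid-log comparison. In 3 simulated groups the recovered depths were within 0.000743% of the true ones.

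R2 is the squared Pearson correlation across genes of log2(RPKM + 1), with a pseudocount of 1. Principal components were taken from the group values centred by gene. Alternatives covered the read minimum, rRNA and tRNA genes, the words for transport genes, the pseudocount, gene length, centring on the median, and counting intervals; the last 2 and the R2 of the deposited values were added after the data had been seen. Tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9. Growth curves and metabolites were not analysed here.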

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

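All tests in this part were chosen only after the results were seen. The differences between phases were not tested against variation between replicates, since each group has 1 value.

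In 9 genes 2′-FL was above lactose by more than 1 in one phase and below it by more than 1 in another, with counting intervals clear of 0. The span between their highest and lowest difference was 2.81 for ribosomal protein L33p, 3.30 for a phosphonate ABC transporter component, 2.49 for tRNA-Ile-GAT, 3.77 for a possible shikimate transport protein, 2.74 for a peptide synthetase, 2.99 for a membrane protein, 2.12 for tRNA-Asn-GTT, 2.42 for tRNA-Val-TAC and 6.16 for ketol-acid reductoisomerase. L33p and 2 of the tRNA genes had fewer than 10 reads per library in at least 1 group. No explanation was tested for these genes apart from ketol-acid reductoisomerase.

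Ketol-acid reductoisomerase (2285919 to 2286971) differed by -0.59 in early phase, 2.20 in mid-log and -3.96 in late-log. Its reads per library on 2′-FL were 73484 in early phase, 79174 in mid-log and 2826 in late-log, and on lactose 104715, 16012 and 49303, so depth does not limit these values. The mid-log difference goes with a low lactose value and the late-log difference with a low 2′-FL value. If 1 of the late-log 2′-FL libraries had stayed at the mid-log level, the sum of that column would fall short of 1000000 by 0.373%, and it falls short by 0.474%. If 1 of the mid-log lactose libraries had stayed at the lactose late-log level, that column would fall short by 0.102%, and it falls short by 5.71%. In both columns a single deviating library therefore cannot be told apart from a change in both. A second copy of the gene (2281970 to 2283022) has no row and shares 82.7% of its bases, with a longest shared run of 47 bases against reads of 75. Reads shared between the copies cannot be told apart from a change of the gene, because the paper gives default mapping settings without the mismatches these allow. Growth phase and carbon source stay open as biological explanations and were not tested.

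Outside the HMO cluster, the transport genes and the pathway lists, 30 genes were up on 2′-FL in all 3 phases. Among them are PTS components, a sodium:solute symporter and sugar or solute binding proteins, and whether these belong to the sugar transport systems of Supplementary Table 3 was not analysed here. The others include a run of 3 genes, a UDP-glucose hexose 1-phosphate uridylyltransferase, N-acetylhexosamine 1-kinase and lacto-N-biose phosphorylase. In this order they differed by 3.61, 3.45 and 3.39 in early phase. In mid-log they differed by 2.62, 2.45 and 2.38, and in late-log by 2.60, 2.48 and 2.50. The LacI-type regulator beside the 3 ABC-type sugar transport genes differed by 8.83 in early phase, 5.65 in mid-log and 8.07 in late-log. Its early difference has a counting interval from 7.64 to 10.02, since the lactose value rests on 2.83 reads per library. At the second fucose locus, the hypothetical protein differed by 5.50 in early phase, 3.73 in mid-log and 5.68 in late-log. The transporter of the major facilitator family beside it differed by 6.02, 3.78 and 6.44 in the same order. That transporter is a transport gene and so not among the 30. No technical explanation was tested for these genes; with every difference centred on the median of all genes, they would rise by 0.14 in early phase, 0.21 in mid-log and 0.31 in late-log.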

How the results depend on the processing

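Centring on the median, the counting interval and the deposited log2 values were chosen after the data had been seen; the other alternatives were set before the data were examined. Libraries could not be paired by replicate, because the columns are group values and carry no replicate number. A test with the 3 phases as pairs was not run.

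Without the minimum of 10 reads, 30 of 31 counts stayed within 1.5 times, and the genes higher in 2′-FL early than mid-log went from 3 to 8. With rRNA and tRNA genes left out, the genes lower in 2′-FL early than mid-log went from 15 to 7 and both directions together from 18 to 10, since 8 of the 18 are tRNA or rRNA genes. With the wider transport words, and with any difference above 0 for the HMO cluster, each count stayed within 1.5 times.

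Centred on the median, every difference rose by 0.14 in early phase, 0.21 in mid-log and 0.31 in late-log. The genes down went from 202 to 117 in mid-log, from 238 to 132 in late-log, and from 171 to 84 for the mean over phases, where the genes up went from 106 to 124, because the centring raises every difference. In early phase 146 were up and 151 down, against 121 and 200. Transport genes up in early phase only went from 2 to 4 and in late-log only from 5 to 9. Of 84 values of named genes, 4 crossed the threshold and 1 changed sign, that of a solute binding protein (867157 to 868821) in late-log, from -0.29 to 0.03, which is not past the threshold under either setting. The median of the central genes in late-log went from -0.06 to 0.25.

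With the whole counting interval past the threshold, fewer genes can pass. The genes down were 116 in early phase and 121 in mid-log. Within 2′-FL, 1 gene was higher and 4 were lower in early phase than in mid-log, 5 together, 69 were lower in late-log than in mid-log and 100 differed there in both directions, 19 transport genes were lower in late-log than in mid-log, and 56 genes differed between lactose late-log and early. Transport genes up in early phase only numbered 1.

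The cause of the changes in R2 was not tested. The values for untransformed RPKM, a pseudocount of 0.1, log2(CPM + 1), a mean of 10 reads or more, rRNA and tRNA genes left out and the deposited values, in this order, were 0.833, 0.863, 0.894, 0.854, 0.859 and 0.862 for the mean of 2′-FL against lactose, 0.980, 0.986, 0.992, 0.988, 0.989 and 0.985 for 2′-FL early against mid-log, 0.924, 0.944, 0.958, 0.942, 0.945 and 0.943 for 2′-FL early against late-log, 0.835, 0.851, 0.882, 0.840, 0.845 and 0.850 for late-log, and 0.889, 0.955, 0.967, 0.955, 0.958 and 0.955 for the lowest lactose pair. PC1 held 72.4% with log2(RPKM + 1).

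Not run for want of values per library were DESeq2, other size factors or total counts in edgeR, 1 fit of all 12 libraries, interaction terms, the replicate block, leaving out libraries, an adjusted p of 0.10, the variance-stabilizing transformation and the R2 of replicates. With neither a test nor a fold threshold every gene would count, so that alternative was not run either. Genes with few reads are limited by depth.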

Differences from the paper's values

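The alternatives named in this part were set before the data were examined, except for centring on the median and the counting interval, which were chosen after the values were seen. The paper's counts rest on tests per library and those here on the size of a difference between group values. Counts here cover only the genes with a row, and 446 annotated genes have none. How many of these the paper's counts include is not known.

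For 2′-FL early against mid-log, the paper reports 1 gene that differed, and 18 differed here. The count stayed more than 1.5 times the paper's without the minimum of 10 reads, at 27, and with rRNA and tRNA genes left out, at 10. With the whole counting interval past the threshold, chosen after seeing the values, it was 5, with 1 gene higher in early phase.

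Transport genes up in early phase only number 4 in the paper and 2 here, and 2 under each of the 3 alternatives. Centred on the median, chosen after seeing the values, the count was 4; the genes behind the paper's count were not used here, so how many of them this drops is not known. For transport genes higher in late-log than mid-log on 2′-FL, the paper reports 23, and 11 were found here, 11 without the minimum of reads and with rRNA and tRNA genes left out, and 14 with the wider words.

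For genes up on 2′-FL in at least 1 phase, the paper reports 244, and 166 were found here, which is within 1.5 times, as is the 170 without the minimum of 10 reads. With rRNA and tRNA genes left out the count was 161, which is not. Centred on the median, chosen after seeing the values, it was 218, within 1.5 times as well. How many of the paper's genes the centring drops is not known. With the whole counting interval past the threshold, also chosen after seeing the values, the count was 151, which is not within 1.5 times.

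The paper reports 7 genes of the HMO cluster that were not up, and 4 were not up here, also under each alternative. Only 16 of the 27 coding sequences have a row.

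The paper states that the formate gene was up in mid-log and late-log only. Its difference here was 1.34 in early phase, 0.97 in mid-log and 1.09 in late-log. The mid-log value was 1.18 when centred on the median. Given the variation between replicates, the mid-log and late-log values cannot be told apart from 1. The paper places fucA, fucU and fucD higher in late-log than in mid-log; here the genes of the HMO cluster changed by -0.05, 0.03 and 0.12. A further alpha-L-fucosidase (2075007 to 2075132) rose by 1.03, in the paper's direction, and its change from early phase to late-log was -0.08, while a further one at 2471369 changed by -0.18. Apart from the fucose and formate genes, the paper reports none of its pathway list as up. By product name, 4 of the 14 genes in the Leloir list were up in at least 1 phase. They are the beta-galactosidase of the HMO cluster, the beta-galactosidase at 1809773, a UDP-glucose 4-epimerase and aldose 1-epimerase. Galactokinase and galactose-1-phosphate uridylyltransferase were highest in early phase, at 0.82 and 0.93, and so not up. Of the central genes other than pyruvate formate-lyase and lactaldehyde reductase, 3 of 24 were up, and the others were not. Membership of the paper's list was not used here.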

Other observations

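All tests in this part were chosen only after the results were seen.

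Of the annotated genes, 446 have no row in the table. For 123 of the 123 names present more than once on a contig, the only row is the last copy, in line with a table keyed by contig and name. Rows named hypothetical protein that stand for at least 10 copies had a median of 66.5 reads per library, against 1612 for all rows. This argues against the reads of the missing copies having been added to the row that was kept. No comparison was made with hypothetical proteins that have no missing copy, so it is not decisive. The highest column sum was 99.92% of 1000000, which would follow if the missing genes had been left out before RPKM was computed. It would also follow if their reads had been added to the kept rows, so the sum does not separate these explanations. No biological explanation was tested.

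The median gene was lower on 2′-FL in all 3 phases. Genes up on 2′-FL took 15.1% of the late-log column on 2′-FL and 3.11% on lactose, which would lower every other gene by the same amount, to -0.19. The strongest tertile of the genes had a median of -0.19 in late-log, and for these, in late-log, the shift from the induced genes cannot be told apart from a lower level. In the other phases this tertile did not fall by as much as the shift. Its median was -0.07 against -0.16 in early phase and -0.04 against -0.14 in mid-log. The middle tertile had a median of -0.08 in early phase, -0.21 in mid-log and -0.29 in late-log. It fell by more than the shift in mid-log and late-log, but not in early phase. The weakest tertile had a median of -0.52 in late-log, -0.43 in early phase and -0.46 in mid-log, which argues against that shift as the whole explanation for weakly expressed genes.

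Of 11 heat shock genes, 9 had their highest value of the 6 groups in lactose early; the exceptions were an ATPase with chaperone activity, at 5.57 log2 RPKM in lactose early and 6.09 in lactose mid-log, and GroES, at 13.29 in lactose early and 13.31 in 2′-FL mid-log. The 11 genes had a median difference of -1.95 in early phase, -0.71 in mid-log and -0.55 in late-log, and 11 of 11 were lower on 2′-FL in early phase. The value of dnaK (2269156 to 2271051) was 12.75 log2 RPKM in lactose early and between 9.94 and 10.95 in the other 5 groups. A rise in only 1 of the lactose early libraries would need a shortfall of 4.63% of the column sum from these genes, and the shortfall is 0.259%, which argues against it. After the median of all genes was subtracted, the early difference was still -1.80, which argues against the scaling. Handling of the early lactose cultures and a response to growth on lactose stay open and were not tested.

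Of the 9 genes with an early difference above 5, 8 differed less in mid-log than in late-log, with a median of 6.24 in early phase, 4.27 in mid-log and 6.44 in late-log. The exception was the substrate-binding protein at 190447, with 4.27 in mid-log and 2.74 in late-log. Since the genes were chosen by a high early difference, the comparison with early phase is in part fixed by that choice. On lactose 9 of the 9 had a higher value in mid-log than in late-log, and on 2′-FL 8 had a lower one; the median levels in early phase, mid-log and late-log were 3.56, 5.59 and 4.62 log2 RPKM on lactose and 10.00, 9.32 and 10.99 on 2′-FL. The part in the 2′-FL values is not one that a mixed lactose library would give. Their largest counting standard error in lactose mid-log was 0.25, which argues against depth. For the higher lactose values, RNA from a 2′-FL culture would need a share between 0.558% and 3.17%, depending on the gene, a ratio of 5.67. These shares were computed from the group values, as if both lactose mid-log libraries held the same share. A single mixed library would need other shares, which were not computed. As the level of each gene without such RNA is not known, a mixed library cannot be told apart from a higher level of these genes in one or both of the lactose mid-log replicates. Growth phase stays open as a biological explanation and was not tested.

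For the unchanged fucU and fucD of the HMO cluster, a candidate explanation is that the rise in the paper concerns the second copies of these genes, which have no row. It does not extend to fucA, since each of the 3 annotated alpha-L-fucosidases has a row. The transporter gene between these copies rose by 1.83 from mid-log to late-log on 2′-FL, and the hypothetical protein by 1.67. From early phase to late-log these neighbours rose by 1.05 and 1.07. The paper reports fucU and fucD as not significantly up against early phase, so these later values go against the candidate explanation. A neighbour does not give the level of the copies, and the explanations cannot be told apart.

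In the lactose control, 92 genes differed by more than 1 between late-log and early phase, 88 between mid-log and early phase, and 57 between late-log and mid-log. If the replicate difference were shared by every gene, its scale would be 0.51 for each comparison with lactose mid-log. For lactose late-log against early phase it would be 0.16, so the 88 and the 57 are less certain than the 92. On 2′-FL, 169 genes differed between late-log and early phase. Taken as the mean over the 3 phases, 106 genes were up and 171 down on 2′-FL. With differences centred on the median, a setting chosen after the values were seen, 124 were up and 84 down, so which direction has more genes depends on the centring.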
